A study of Mus musculus with 705 samples. Its data were reported in "Transcripts with high distal heritability mediate genetic effects on complex metabolic traits" (2025).

How the data were processed

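RNA was sequenced from the gonadal fat of mice of 20 strains of the Collaborative Cross recombinant inbred intercross (CC-RIX), each the F1 offspring of 2 inbred Collaborative Cross parents. The 20 crosses came from 19 parent strains. Males and females were fed a control diet with 10% fat or a high-fat high-sugar (HFHS) diet with 44% fat, and part of the mice received metformin, a diabetes drug, in the drinking water at 5 mg/mL. Each mouse was assigned to 1 of 8 groups of sex, diet and treatment, and to its strain, from its labels alone. The labels covered 705 samples. For 2 of these no column was found in the tables, and 703 libraries were used. Replicate numbers only tell the libraries of a group apart and pair nothing.

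The first table held expected counts per gene (estimated reads), deposited as whole numbers with no normalisation, so no rounding was needed. The authors aligned both reads of each pair as single-ended reads to a hybrid transcriptome of the 8 founder strains and estimated the counts with EMASE in the GBRS package. They kept transcripts that had reads in at least 50% of the samples. The second table held the same genes as log2 scale values, which the authors made from the counts with the variance stabilising transform of DESeq2. A further deposited table held gene starts and ends in megabases. Most of its positions were the same as those of GENCODE M21, so positions are given on the mouse build GRCm38. The count table held 21613 genes, of which 20131 passed the edgeR function filterByExpr on the 8 groups and were tested. Among the tested genes, 20036 were found in the gene annotation. Expected counts assign reads shared between similar genes by a model, so values of pseudogenes and of gene families also depend on that model.

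Depth was the total of expected counts per library and ranged from 33534601 to 87783043, with a median of 49919023. Shares of the counts of a library were used for the mitochondrial genes together, for Rn18s-rs5, and for Ddx3y in 2 libraries labelled male. Error is given as the standard deviation (SD) between mice or as the standard error (SE) of a fitted coefficient. For edgeR the SE was derived from the test, as the absolute log2 fold change over the square root of its F statistic.

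Counts were normalised with TMM and fitted per gene with the quasi-likelihood model of edgeR 4.0.16 in R 4.3.3, with a trended dispersion. Diet (HFHS minus control), sex (male minus female) and strain were tested in the 470 mice without metformin in an additive model of strain, sex and diet. The interactions of diet with sex and of diet with strain were each tested by adding the interaction to that model. The metformin effect (metformin minus untreated) and its interaction with diet were tested in all 703 mice with strain, sex and diet in the model. All tests were two-sided or F-tests, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Metformin was given to mice of the older of 2 age cohorts. The labels give no age per mouse, so age could not be a covariate, and the metformin contrast also holds any difference in age.

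The sequencing identifiers of the libraries fell into 4 ranges, called blocks A to D here. Block A held 407 libraries, block B 137, block C 154 and block D 5. Whether a block was a sequencing batch is not stated in the labels. Blocks entered as a covariate and as separate fits in blocks A, B and C. Block D held too few libraries for a fit.

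Variance shares were the omega squared of strain, sex and diet per gene, from marginal sums of squares of a linear model on the deposited variance-stabilised values of the untreated mice. Their error is the SD over 100 bootstrap draws. A negative share means a share at or near 0.

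Gene sets were 12 clusters with 760 genes, whose membership the study had derived in Diversity Outbred mice, not in these samples. They were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, and with fry and camera with an estimated correlation as alternatives. Marker scores were the mean log2 CPM (the cpm function of edgeR, which scales counts to a common library total, with TMM and prior count 1) over the genes of each of 9 cell class lists. Differences in a score were adjusted for strain and the other factors and tested by 100000 permutations of the labels within strata. The smallest p these can give is 1e-05. The scores of the immune system activation and mitochondrion clusters were compared over the 20 strain means, after removal of sex and diet effects, by Pearson's r and Spearman's rho. A further 8 lists (liver, skeletal muscle, blood, ovary and uterus, mammary epithelium, epididymis, pancreas and testis) served only as checks for other tissue, and sex was checked with Xist and the Y-linked gene Ddx3y. No gene was in more than 1 list. The lipid-associated macrophage list shared 4 genes with a cluster and the macrophage list shared 1.

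Genes to name were set by rule before the data were examined. For diet, sex and metformin these were the 3 largest increases and the 3 largest decreases among genes past the threshold with a mean log2 CPM of at least 1 and the same sign in at least 16 of 20 strains (for sex, autosomal genes only). For strain they were the 5 genes with the largest strain share, and for each interaction the 3 genes with the smallest p. A list of 10 fixed genes known in adipose tissue was named in addition. The main models, tests and lists, and the alternatives, were also set before the data were examined, except those that the closing section names as chosen later.

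Alternatives were RLE size factors, no filter beyond that of the authors, the block as a covariate, fits within blocks, the DESeq2 1.42.0 Wald test, limma-trend on log2 CPM, limma on the variance-stabilised values, all mice with treatment as a covariate, each diet alone, a prior count of 0.25, mean z-scores, each strain left out in turn (limma-trend for gene tests), and leaving out libraries whose reads went against their sex or strain label. A count of genes was called the same within a ratio of 1.5. For each gene test, 100 splits of the mice within strata, the real one included, were counted with limma-trend. For the interactions the splits permuted diet, or metformin for its interaction with diet, which also removed the main effect of that factor. The pipeline was tested on simulated data of 5956 genes, where edgeR found at least 90.9% of the changed genes in each of the 7 tests and called at most 0.505% of the unchanged genes. The planted log2 changes had a size of 1, or an SD of 1 over strains. Genes were simulated independently, without blocks or wrong labels. Recovery of smaller changes by these 7 tests was not tested. No pair of libraries of 1 strain and group held the same counts, as the lowest chi-square per degree of freedom over 1409 pairs was 42.3. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used. Genotypes, physiological traits and other tissues were not used here.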

Results

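RNA abundance was measured by sequencing in the gonadal fat pad of 703 CC-RIX mice of 20 strains. Crosses are written by their parents in the order of the labels, with the laboratory code left out (CC002xCC043 stands for CC002/UncJ x CC043/GeniUncJ). The mice without metformin comprised 236 females, of which 50.4% were on the control diet and 49.6% on the HFHS diet, and 234 males, with 50% on each diet. The metformin mice comprised 57 females and 59 males on the control diet, and 58 females and 59 males on the HFHS diet. Each strain was represented by 22 to 38 mice, of which 10 to 26 were untreated, with 2 to 8 untreated mice for each strain, sex and diet. Total expected counts ranged from 33534601 to 87783043 per library, with a median of 49919023, and the means of the 8 groups lay between 48711869 and 52509324. Mitochondrial genes took 2.92% to 14.5% of the counts of a library, with a median of 5.54%. Libraries of both treatments were present in each block of sequencing identifiers, but unevenly. Block A held 335 untreated and 72 metformin libraries, block B 66 and 71, and block C 66 and 88.

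Sex and strain labels were checked against the reads. Xist and the Y-linked gene Ddx3y gave the labelled sex in 692 of the 703 libraries, and the strain nearest in expression was the labelled one in 699. Ddx3y had 0 reads in every library labelled female, so for those libraries the sex check rests on Xist alone. A total of 15 libraries went against 1 of these checks. Over 500 other genes the nearest strain was the labelled one in 698, because female_44fat_metformin_rep34 (CC075xCC042) was nearest to CC001xCC042 there. The first check gave its labelled strain, so it is not among the 15. All 15 were kept in the reported fits, with an alternative without them.

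**Figure D1:**
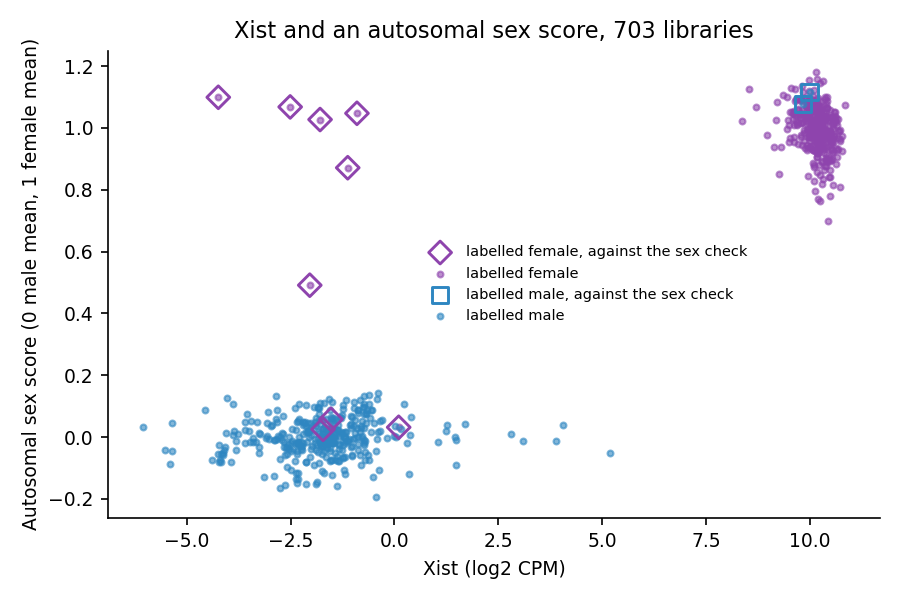
Each point is 1 of the 703 libraries, with Xist (log2 CPM) on the x axis and a score over autosomal genes that differ between the sexes on the y axis, scaled so that 0 is the mean of males and 1 the mean of females. Colours give the labelled sex and open symbols mark the 11 libraries whose Xist went against it, of which 2 were labelled male and 9 female.

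The diet comparison asked which transcripts move with a diet that raises the risk of metabolic disease. In the 470 untreated mice, 13834 of the 20131 tested genes differed between diets at an adjusted p under 0.05, of which 7166 were higher on HFHS. Of these genes, 10321 had the same sign in at least 16 strains and 3341 in all 20. The fit within block C, with 66 mice, moved this count most, to 6975 genes, and the fit within block B gave 8267. The 3 largest increases were in Mmp12, Ubd and Atp6v0d2, each higher in 20 of 20 strains. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) rose by a log2 fold change of 3.34 (SE 0.15, adjusted p 5.00e-69), with 5.01 ± 2.85 log2 CPM on HFHS (SD, n = 234) and 1.96 ± 2.43 on control (n = 236). Ubd (ENSMUSG00000035186, chromosome 17, 37193892 to 37196095) rose by 3.12 (SE 0.13, adjusted p 3.82e-78), from 1.07 ± 1.18 to 3.92 ± 1.92 log2 CPM. Atp6v0d2 (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605) rose by 3.07 (SE 0.14, adjusted p 7.93e-73), from 0.53 ± 1.51 to 3.15 ± 2.45 log2 CPM. The 3 largest decreases were also present in 20 of 20 strains. Slc2a5 (ENSMUSG00000028976, chromosome 4, 150119283 to 150144169) fell by 3.29 (SE 0.17, adjusted p 8.95e-58), from 3.86 ± 2.63 to -0.61 ± 3.34 log2 CPM. Elovl6 (ENSMUSG00000041220, chromosome 3, 129532355 to 129638495, overlapped by Gm35986 and Gm43072) fell by 2.53 (SE 0.12, adjusted p 1.40e-68), from 9.18 ± 2.17 to 6.55 ± 1.56 log2 CPM. Ttc25 (ENSMUSG00000006784, chromosome 11, 100545607 to 100572568) fell by 2.36 (SE 0.12, adjusted p 2.01e-60), from 2.84 ± 1.89 to 0.40 ± 1.51 log2 CPM. Each of these 6 differences was past the threshold under every one of 31 alternatives.

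All 10 fixed genes differed between diets, both over all genes tested and when adjusted over the list alone. Itgax (log2 fold change 2.67, SE 0.13), Mest (1.95, SE 0.11), Cd68 (1.29, SE 0.065), Lep (1.00, SE 0.066) and Trem2 (0.87, SE 0.076) were higher on HFHS in at least 19 strains. Scd1 (-0.34, SE 0.031) and Pparg (-0.30, SE 0.025) were lower in 20 strains. Adipoq (-0.11, SE 0.029, 15 strains) and Bckdhb (-0.06, SE 0.018, 12 strains) were lower by less than 1 SD between mice. Within block B the sign of Adipoq changed to 0.04, and Bckdhb was not past the threshold (adjusted p 0.284). Ucp1 was higher by 1.09 (SE 0.21) in the fit but in 13 strains only, and its sign changed to -0.02 within block B and to -0.34 within block C.

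The sex comparison gave 14596 genes, of which 7238 were higher in males. The same sign was present in at least 16 strains for 10024 of them and in 20 strains for 2483. The count moved most within block C, to 7360. The largest autosomal increases in males were in Mmp12, C7 and D430019H16Rik, each in 20 strains. Mmp12 was higher by a log2 fold change of 3.62 (SE 0.16, adjusted p 5.06e-76), with 5.38 ± 2.40 log2 CPM in males (n = 234) and 1.59 ± 2.40 in females (n = 236). C7 (ENSMUSG00000079105, chromosome 15, 4988762 to 5063773) was higher by 3.52 (SE 0.060, adjusted p 2.70e-210), with 6.14 ± 0.73 against 2.65 ± 0.58 log2 CPM. D430019H16Rik (ENSMUSG00000094910, chromosome 12, 105453856 to 105493095) was higher by 3.18 (SE 0.11, adjusted p 1.34e-102), with 3.85 ± 0.91 against 0.42 ± 1.89 log2 CPM. The largest decreases were in Nrn1, Slc2a5 and Ucp1. Nrn1 (ENSMUSG00000039114, chromosome 13, 36725625 to 36734477, overlapped by Fars2) was lower in males in 20 strains, with a log2 fold change of -4.71 (SE 0.13, adjusted p 7.62e-138) and means of -1.17 ± 1.25 and 3.93 ± 1.26 log2 CPM. Slc2a5 was lower in 20 strains, with -4.01 (SE 0.18, adjusted p 1.36e-72) and means of -0.54 ± 3.01 and 3.80 ± 3.10 log2 CPM. Ucp1 (ENSMUSG00000031710, chromosome 8, 83290348 to 83298456) was lower in 19 strains, with -3.83 (SE 0.23, adjusted p 4.62e-48) and means of 2.59 ± 2.63 and 5.94 ± 2.93 log2 CPM. Within block C, Ucp1 was not past the threshold (-1.37, adjusted p 0.120). Of the fixed genes, 8 of 10 differed between the sexes, with the same count adjusted over the list alone. Pparg and Bckdhb were the other 2. Itgax (2.79), Trem2 (1.01), Cd68 (0.99), Lep (0.75) and Mest (0.44) were higher in males by these log2 fold changes, and Scd1 (-0.28) and Adipoq (-0.17) were lower. The sign of Mest changed to -0.05 within block B. Y-linked genes had 0 reads in every library labelled female, including 3 with the expression of males, so no fold change is given for them.

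Strain was the factor of most genes. The F-test over the 19 strain coefficients was past the threshold for 18818 genes, and within block C for 10446, the largest move. The median strain share of variance was 15.5% (bootstrap SD 0.513), against 2.74% (SD 0.134) for sex and 2.28% (SD 0.173) for diet. Strain had the largest share of the 3 in 14654 genes, which was 72.8%. The strain share exceeded 50% in 1352 genes, the sex share in 121 and the diet share in 1. The alternative that moved the median strain share most was block C alone, at 13.9%. The 5 genes with the largest strain share had strain means far apart. Gm10076 (ENSMUSG00000060143, chromosome 14, 105681828 to 105682211) had a strain share of 99.7% (SD 0.0204), with a mean of 7.72 ± 0.15 log2 CPM in CC024xCC002 (n = 24) and -4.87 ± 0.78 in CC051xCC060 (n = 24). Cwc22 (ENSMUSG00000027014, chromosome 2, 77881159 to 77946375) had 99.4% (SD 0.0416), from 4.25 ± 0.06 log2 CPM in CC009xCC013 (n = 10) to 9.41 ± 0.27 in CC001xCC042 (n = 24). Gm12191 (ENSMUSG00000083061, chromosome 11, 49678710 to 49679057, within Cnot6) had 99.2% (SD 0.0572), from -4.43 ± 1.24 in CC001xCC042 to 5.22 ± 0.17 in CC011xCC027. Rps25-ps1 (ENSMUSG00000067344, chromosome 6, 145266400 to 145266777) had 99.1% (SD 0.0625), from -5.36 ± 0.66 in CC042xCC060 to 5.66 ± 0.13 in CC043xCC011. Rpl28-ps1 (ENSMUSG00000058603, chromosome 1, 128038569 to 128038982, within Zranb3) had 99.1% (SD 0.0575), from -5.52 ± 0.38 in CC075xCC042 to 6.17 ± 0.18 in CC012xCC002. The annotation lists 3 of these 5 as processed pseudogenes and Gm10076 as a lincRNA.

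**Figure D2:**
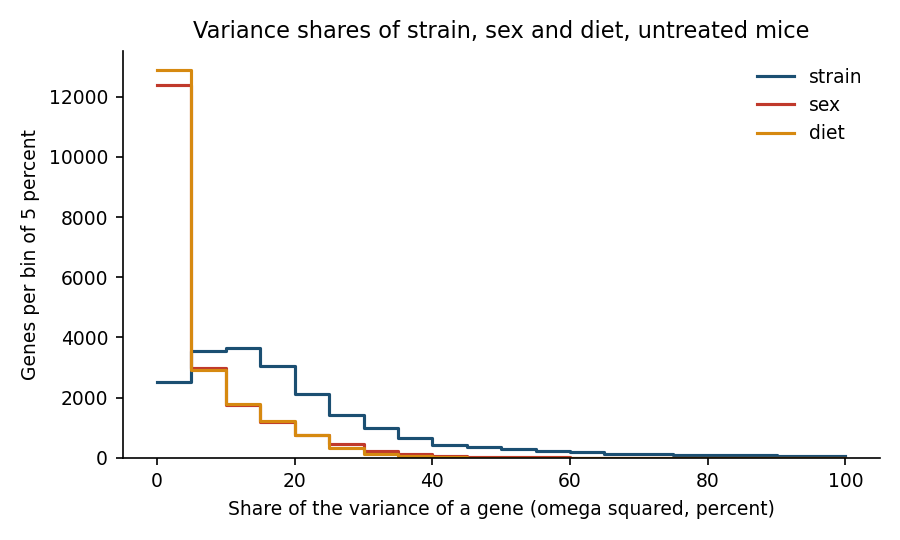
Number of genes (y axis) in each bin of 5% of the share of variance (x axis, omega squared) taken by strain, sex and diet in the untreated mice. The strain curve lies to the right of the others, with 1352 genes above 50%, against 121 for sex and 1 for diet.

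Diet effects differed between the sexes in 10375 genes, of which 5106 had the higher coefficient in males. Among 27 alternatives, with no fit within single blocks, the count moved most with all mice in the fit, to 11297. Ctsd, Lctl and Prrx1 had the smallest p. For Ctsd (ENSMUSG00000007891, chromosome 7, 142371148 to 142388038) the interaction was 1.07 (SE 0.061, adjusted p 8.01e-49). HFHS minus control was -0.62 log2 CPM in females (10.32 ± 0.30 against 10.94 ± 0.33, n = 236 over both diets) and 0.42 in males (10.56 ± 0.43 against 10.14 ± 0.28, n = 234 over both diets). For Lctl (ENSMUSG00000032401, chromosome 9, 64117147 to 64138118, overlapped by Zwilch) it was 2.04 (SE 0.12, adjusted p 7.72e-48), with differences of -0.17 in females and 1.86 in males. For Prrx1 (ENSMUSG00000026586, chromosome 1, 163245119 to 163313710) it was 1.33 (SE 0.078, adjusted p 1.86e-47), with means of 6.24 ± 0.38 on both diets in females, and 6.62 ± 0.70 against 5.37 ± 0.42 in males.

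Diet effects differed between strains in 5177 genes. As a ratio this count moved most in limma-trend without CC051xCC059, to 2660, against 3452 in limma-trend with all strains. With all mice in the fit it was 9762. The 3 genes with the smallest p did not hold up against single libraries. Rpl19-ps11 (ENSMUSG00000081094, chromosome 8, 19492906 to 19493623, F 11.7, adjusted p 1.55e-24) rested on 2 libraries with reads far above the others of their strains, without which the unadjusted p was 0.807. Gm10175 (ENSMUSG00000066724, chromosome 7, 23946646 to 23947290, F 11.2, adjusted p 2.00e-23) and mt-Co2 (ENSMUSG00000064354, chromosome MT, 7013 to 7696, F 10.3, adjusted p 2.37e-21) were not past the threshold without the 15 libraries that went against a check, with adjusted p-values of 0.288 and 0.247.

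The metformin comparison asked how the drug moves the same transcripts, with age as a part of the contrast that cannot be separated. It gave 3849 genes, of which 1555 were higher with metformin. The same sign was present in at least 16 strains for 1553 of them and in 20 strains for 11. The alternative that moved the count most was the fit within block B, with 20 genes. Block A gave 556 genes, block C gave 144, and the block as a covariate gave 2241, of which 1062 had been past the threshold in the same direction without it. The largest increases were in Igha, Igkc and Gm15433. Igha (ENSMUSG00000095079, chromosome 12, 113254830 to 113260236) was higher by 0.78 (SE 0.11, adjusted p 2.38e-09, 18 strains), with 3.21 ± 1.62 log2 CPM with metformin (n = 233) and 2.46 ± 1.62 without (n = 470). Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966) was higher by 0.62 (SE 0.11, adjusted p 1.75e-06, 18 strains), with 6.08 ± 1.55 against 5.37 ± 1.60. Gm15433 (ENSMUSG00000096802, chromosome 1, 84963669 to 84964559) was higher by 0.50 (SE 0.085, adjusted p 9.44e-07, 19 strains), with 3.17 ± 0.97 against 2.24 ± 1.62. The largest decreases were in Rpl14-ps1, Mycl and Sfrp5. Rpl14-ps1 (ENSMUSG00000046721, chromosome 7, 45324941 to 45325651, within Trpm4) was lower by a log2 fold change of -0.63 (SE 0.088, adjusted p 2.80e-09, 17 strains), with 3.30 ± 1.81 against 4.11 ± 1.28. Mycl (ENSMUSG00000028654, chromosome 4, 122995652 to 123002485) was lower with -0.55 (SE 0.11, adjusted p 6.81e-05, 16 strains), with 1.62 ± 1.55 against 2.16 ± 1.70. Sfrp5 (ENSMUSG00000018822, chromosome 19, 42197971 to 42202252) was lower with -0.49 (SE 0.12, adjusted p 0.000627, 16 strains), with 3.86 ± 2.58 against 4.15 ± 2.70. These differences were smaller than 1 SD between mice. Of these 6 genes, Sfrp5 alone kept its sign within all 3 blocks. The sign changed within block B for Igha (-0.03), Igkc (-0.10), Gm15433 (-0.06), Rpl14-ps1 (0.25) and Mycl (0.37), within block C for Mycl (0.19), within block A for Rpl14-ps1 (0.13) and with the block as a covariate for Rpl14-ps1 (0.08). Among the fixed genes Mest alone was past the threshold (0.39, SE 0.086, 18 strains), also adjusted over the list alone, and within block C its sign changed to -0.07. With the block as a covariate Itgax (-0.41, adjusted p 0.00815), Lep (-0.22, 0.0141) and Cd68 (-0.19, 0.0158) were also past the threshold, and lower with metformin.

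The metformin effect differed between diets in 79 genes, of which 34 had the higher coefficient on HFHS. Leaving out 1 strain moved the count most, to 3 without CC002xCC043 and to 3 without CC051xCC059, with limma-trend, which gave 22 with all strains. The 3 genes with the smallest p were expressed at a low level. Gm13340 (ENSMUSG00000083563, chromosome 2, 22588103 to 22589647, mean -0.41 log2 CPM) had an interaction of -1.24 (SE 0.24, adjusted p 0.00620). Metformin minus untreated was 0.28 log2 CPM on the control diet and -0.15 on HFHS for this gene. Fgf21 (ENSMUSG00000030827, chromosome 7, 45613907 to 45615490, mean -0.92 log2 CPM) had -0.77 (SE 0.16, adjusted p 0.0137), with metformin minus untreated at 0.53 on the control diet (-0.63 ± 1.18 against -1.17 ± 1.24, the latter with n = 236) and -0.18 on HFHS (-0.97 ± 0.86 against -0.79 ± 0.83, the latter with n = 234). Igkv4-70 (ENSMUSG00000076547, chromosome 6, 69267888 to 69268443, mean -3.26 log2 CPM) had 1.74 (SE 0.37, adjusted p 0.0137), with metformin minus untreated at 0.21 log2 CPM on the control diet and 0.79 on HFHS. For Gm13340 and Igkv4-70 the differences on the control diet and on HFHS thus lay closer together than the fitted interaction. With limma-trend the adjusted p was 0.292 for Gm13340, 0.0155 for Fgf21 and 0.350 for Igkv4-70.

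**Figure D3:**
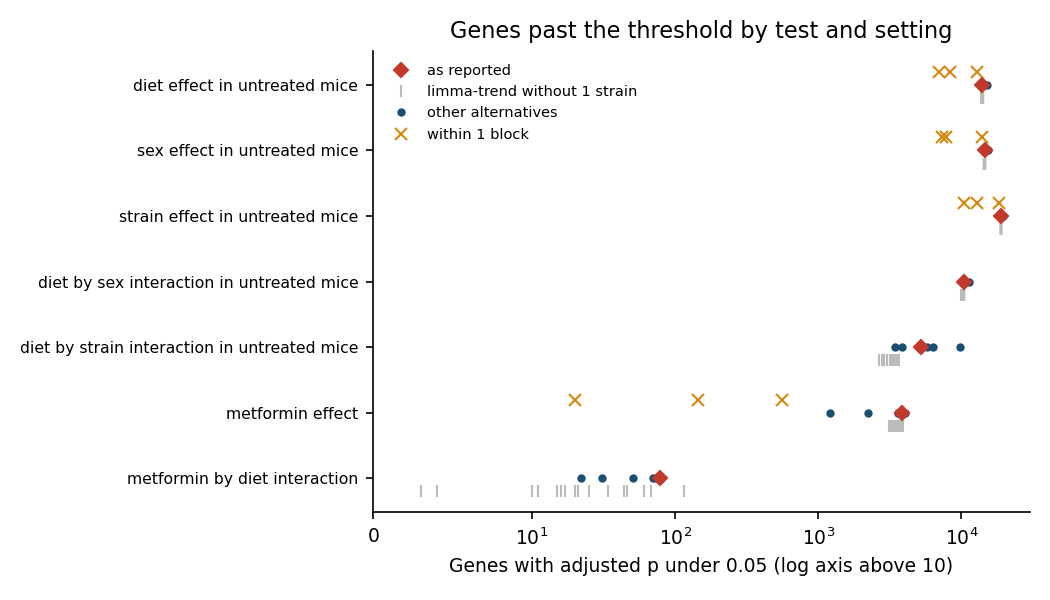
Genes with an adjusted p under 0.05 (x axis, log above 10) for each of the 7 tests (y axis), as reported and under each alternative. The count of the metformin effect spans from 20 within block B to 4019 with DESeq2, and that of the diet by sex interaction from 9971 to 11297.

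Camera placed 10 of the 12 gene clusters past the threshold for diet, 8 for sex and 4 for metformin. On HFHS the immune system activation cluster was higher (mean log2 fold change 0.67, 99 of 99 genes up, adjusted p 7.35e-41), as were vascular diameter maintenance (0.47, 7.73e-13) and mitosis (0.47, 1.04e-10). The mitochondrion cluster was lower (-0.29, 6 of 91 genes up, 1.47e-17), as was lipid metabolism (-0.21, 4.23e-09). In males, immune system activation (0.58, adjusted p 8.04e-28) and vascular diameter maintenance (0.46, 3.17e-10) were higher and mitochondrion was lower (-0.17, 1.71e-05). With metformin, ER processing (-0.03, adjusted p 1.70e-05), autophagy (-0.04, 6.13e-05) and mitochondrion (-0.03, 0.00239) were lower and ribosome biogenesis (0.02, 0.00354) was higher. With fry the counts were 12, 11 and 3, and mitochondrion was not past the threshold for metformin (adjusted p 0.272). With the correlation estimated per cluster, ER processing for metformin (adjusted p 0.00234) was the 1 call that held and no cluster was past the threshold for diet or sex. The metformin calls also depended on the block. In camera with the block as a covariate, mitochondrion was reversed in direction (adjusted p 0.000156) and autophagy was not past the threshold (0.947). ER processing was still lower (0.000345), and immune system activation was then lower too (mean log2 fold change -0.103, adjusted p 3.43e-22). The small ribosomal subunit cluster had the direction up for metformin in camera, while its mean (-0.02) and median log2 fold change (-0.0005) were negative.

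Marker scores asked which cell classes moved with each factor. Over the 9 lists, 7 differed between diets, 7 between the sexes and 3 with metformin, after adjustment over the 9 lists of a contrast. On HFHS the lipid-associated macrophage score was higher by 1.35 log2 CPM (SE 0.071), with 6.24 ± 1.43 on HFHS (n = 234) and 4.87 ± 0.88 on control (n = 236), and the macrophage score was higher by 0.66 (SE 0.042), each in 20 strains. The T cell (0.25, 16 strains), adipocyte progenitor (0.21, 17 strains) and endothelial cell (0.08, 15 strains) scores were also higher, and the mesothelial cell (-0.51, 19 strains) and adipocyte (-0.14, 17 strains) scores were lower. The permutation p of these was 1e-05, the smallest possible, except for T cell with 4e-05. The B cell (0.03, permutation p 0.707) and thermogenic adipocyte (-0.14, permutation p 0.122) scores were not past the threshold, but with mean z-scores the thermogenic adipocyte score was lower on HFHS (-0.14 in z units, adjusted permutation p 0.00837). In blocks A, B and C each the 7 differences kept their sign. In males the lipid-associated macrophage score was higher by 1.60 (SE 0.071) and the macrophage score by 0.55 (SE 0.042), and the thermogenic adipocyte score was lower, at -1.53 (SE 0.099). The endothelial cell (0.09) and T cell (0.14, adjusted permutation p 0.034) scores were higher in males, and the mesothelial cell (-0.59) and adipocyte progenitor (-0.32) scores were lower. With mean z-scores the T cell difference was not past the threshold (adjusted permutation p 0.13). The endothelial difference was -0.01 within block C, the mesothelial difference was 0.03 within block B, and the thermogenic difference was -0.26 within block C (permutation p 0.445) against -1.89 within block A. With metformin the T cell score was higher by 0.19 (SE 0.054, adjusted permutation p 0.00234, 16 strains), the B cell score was higher by 0.22 (SE 0.073, 0.00688, 11 strains) and the adipocyte score was lower, at -0.05 (SE 0.022, 0.0362, 14 strains). Within blocks A, B and C the T cell difference was 0.30, -0.27 and -0.06, and the B cell difference was 0.37, -0.19 and 0.33. The adipocyte difference was 0.0019, -0.0004 and -0.0084. The T cell and adipocyte differences did not hold within strata that also held the block, with adjusted permutation p-values of 0.807 and 0.975. In those strata the B cell score was higher (0.17, adjusted permutation p 0.0316), the lipid-associated macrophage (-0.22, 0.0154) and macrophage (-0.10, 0.0256) scores were lower and the mesothelial cell score was higher (0.19, 0.0154).

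The diet effect on 8 of the 9 marker scores differed between the sexes. The adipocyte score rose on HFHS by 0.08 (SE 0.029) in females and was lower in males, at -0.37 (SE 0.037), a difference of -0.45. The thermogenic adipocyte score was lower in females, at -1.07 (SE 0.14), and higher in males, at 0.79 (SE 0.080), a difference of 1.90. The endothelial cell score rose by 0.20 (SE 0.019) in females and was lower in males, at -0.05 (SE 0.020). The lipid-associated macrophage score rose by 1.02 (SE 0.082) in females and by 1.68 (SE 0.10) in males. The permutation p of these 4 differences was 1e-05, the smallest possible. The B cell score also moved in opposite directions, by 0.24 (SE 0.10) in females and -0.18 (SE 0.12) in males. The adipocyte progenitor difference was not past the threshold over all blocks (0.05, permutation p 0.217), but it was 0.14 (SE 0.050) within block A and -0.35 (SE 0.12) within block B.

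**Figure D4:**
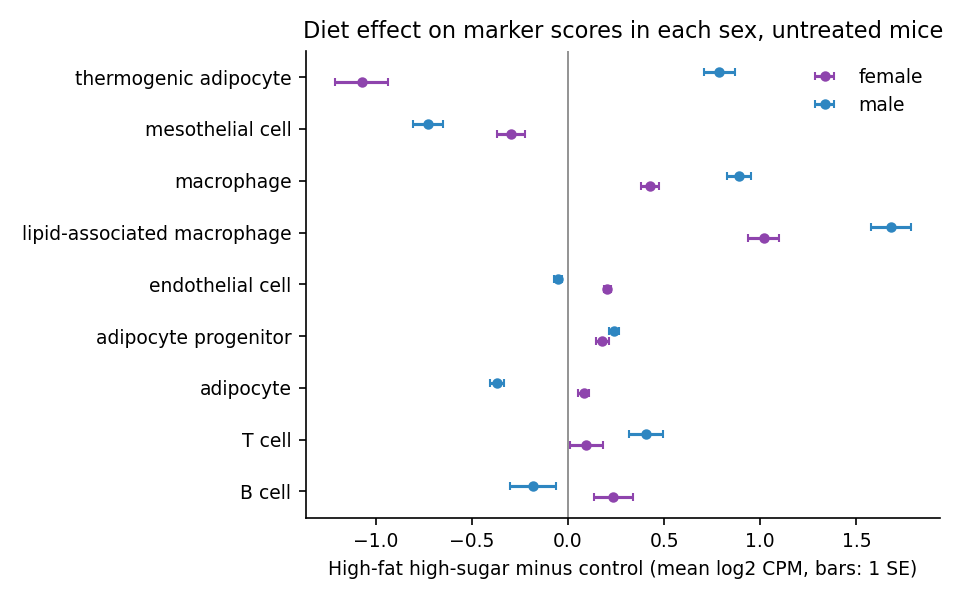
HFHS minus control (x axis, mean log2 CPM, bars 1 SE) for each of the 9 marker lists (y axis) in 236 untreated females and 234 untreated males. The adipocyte, thermogenic adipocyte, endothelial cell and B cell scores moved in opposite directions in females and males, while both macrophage scores rose in both sexes.

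The mitochondrial share of counts was lower on HFHS by a difference of -1.39 percentage points (permutation p 1e-05), with -1.17, -1.86 and -1.71 within blocks A, B and C. It was lower in males by -2.12 (permutation p 1e-05), with -2.32, -1.88 and -1.13 within the blocks. The metformin difference of 0.11 was not past the threshold (permutation p 0.214). The log2 total count was lower with metformin by a difference of -0.054 (permutation p 0.00058) and higher in males by 0.045 (permutation p 0.0132). The share of Rn18s-rs5 in the counts was higher with metformin by 0.77 percentage points (permutation p 0.00025) and lower in males by -0.52 (permutation p 0.0318). Within blocks A, B and C the metformin differences were -0.030, 0.0030 and -0.038 for the log2 total count and -0.11, 0.99 and 0.47 for Rn18s-rs5. Neither differed between diets (permutation p 0.363 and 0.152).

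The study described an axis of inflammation and metabolism in fat. The scores of the immune system activation and mitochondrion clusters were therefore compared over the 20 strain means, the 1 pair of scores for which a correlation was computed. Pearson's r was -0.882 (permutation p 1e-05, the smallest possible) and Spearman's rho was -0.835 (permutation p 2e-05). The permutation treats the strains as independent, although 44 of their pairs share a parent, and the p-values do not allow for this. The study had chosen the genes of all clusters by large weights in its composite transcript score. No other pair of gene sets served as a background, and no cell marker score was removed. The relation can therefore not be called specific to these 2 clusters. Without CC004xCC019 and CC075xCC042, the 2 strains farthest from the median immune score, r was -0.855 and rho was -0.785 (permutation p 0.00017). Within block A, over 19 strains, r was -0.856 and rho was -0.849. Within block C, over 12 strains, r was -0.779 (permutation p 0.00289) and rho was -0.692. Within block B, over 8 strains, r was -0.972 (exact permutation p 0.000273) and rho was -0.976 (exact permutation p 0.000397). With the block removed r was -0.899.

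**Figure D5:**
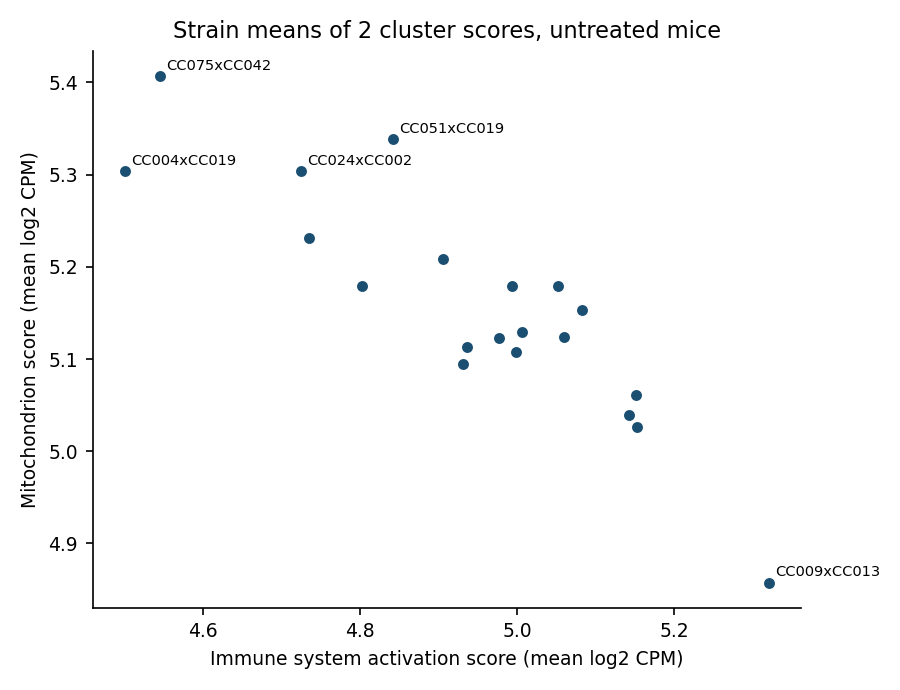
Strain means of the immune system activation score (x axis, mean log2 CPM) and the mitochondrion score (y axis, mean log2 CPM) in untreated mice after removal of sex and diet effects, 1 point per strain. Strains with a higher immune score had a lower mitochondrion score (r -0.882).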

Values the study reported

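The study gave the size of its CC-RIX population as 466 mice, with 234 females and 232 males. It stated 19 to 24 biological replicates for each strain.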

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

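The tests on Rpl19-ps11, Gm10175 and mt-Co2 were chosen only after their results were seen, as were those by 2 SE within blocks, that on Rn18s-rs5 and the alternative without the 15 libraries that went against a sex or strain check.

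The diet effect differed between females and males in 10375 genes, by a test of the interaction itself. A difference in library size would need total counts to move with diet differently in the sexes, and they did not (permutation p 0.214). The share of Rn18s-rs5 in the counts did so by 1.09 percentage points (permutation p 0.0234). With that share as a covariate, 10083 of the 10468 genes of limma-trend were past the threshold in the same direction, so 1 abundant gene does not account for them. With the block of sequencing identifiers as a covariate 10380 genes were past the threshold, 10084 of them among the 10375 in the same direction. Without the 15 libraries that went against a check there were 10324, with 9796 of the 10375 in the same direction. Both argue against blocks and wrong labels as the whole cause. With the macrophage and adipocyte marker scores as covariates, limma-trend gave 8496 genes, of which 6554 were among the 10468 it gave without them, so different levels of these cell classes do not account for most of the genes. With limma-trend, 1 of 100 splits of the mice, the real one, gave the 10468 genes or more. Each split permuted diet within strain and sex, which also removed the diet effect that both sexes share. The splits therefore cannot tell whether the interaction alone exceeds chance. The age of each mouse and the levels of other cell classes were not in these tests and stay open. A difference between the sexes in the response to the diet may underlie the interaction, as a hypothesis found and tested on the same mice.

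Ctsd (interaction log2 fold change 1.07), Lctl (2.04) and Prrx1 (1.33) had the smallest p of this interaction, and for each of the 3 genes the 27 alternatives kept the direction and stayed past the threshold. Ctsd went down on HFHS in females (-0.62 log2 CPM) and up in males (0.42).

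The diet effect differed between strains in 5177 genes, by a test of 19 interaction coefficients together. With the block as a covariate 6330 genes were past the threshold, with 5114 of the 5177 among them, and without the libraries that went against a check 5730 were, with 4856 of the 5177, so neither blocks nor these labels are the whole cause. With macrophage and adipocyte scores as covariates limma-trend gave 4073 genes, against 3452 without, with 2745 genes in both. As many as these 3452 genes came in 1 of 100 splits, the real one, and the highest count of the other splits was 10 genes. These splits also removed the diet effect that the strains share, so they cannot tell whether the interaction alone exceeds chance. Genetic background, which the design varies, stays open as an untested explanation, and so does age.

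The 3 genes with the smallest p of that interaction had other sources. Rpl19-ps11 (F 11.7) kept an adjusted p of 1.55e-23 without the libraries that went against a check, so those labels do not explain it. In 8 strains 175 libraries had at most 160 reads of this gene, while male_10fat_untreated_rep21 (CC042xCC040) had 9959 and female_10fat_untreated_rep94 (CC042xCC060) had 9280. The lowest library of the other strains had 3319. Refitted in edgeR with 500 other genes, the unadjusted p was 6.8e-29 with all 470 libraries and 0.807 without these 2. The 2 libraries could hold RNA or a genotype of another strain at this locus, and which of these applies was not tested. Gm10175 (F 11.2) and mt-Co2 (F 10.3) were both past the threshold with all libraries and both of these 2 genes were not without the libraries that went against a check (adjusted p 0.288 and 0.247). Over the alternatives the adjusted p of Gm10175 ranged from 9.02e-36 to 0.288 and that of mt-Co2 from 9.06e-31 to 0.340. Their largest opposite diet differences were in CC024xCC002 and CC002xCC075, between which 4 libraries appear exchanged, so mislabelled samples are the likely source.

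The metformin effect differed between diets in 79 genes. With the block as a covariate 70 genes were past the threshold, and 62 of the 79 (78.5%) were among them in the same direction, which argues against a difference between blocks as the whole cause for these 62. Without the libraries that went against a check, 50 of the 79 (63.3%) were past it. The real labels alone gave the 22 genes of limma-trend in 1 of 100 splits. These splits also removed the metformin effect that both diets share, so they cannot tell whether the interaction alone exceeds chance. The count also rests on single strains. With limma-trend it was 3 without CC002xCC043, 3 without CC051xCC059 and 5.23 times the 22 without CC002xCC075. Gm13340 (-1.24), Fgf21 (-0.77) and Igkv4-70 (1.74) had the smallest p, and all 3 had a mean below 0 log2 CPM. Without each strain in turn, the log2 fold change of Fgf21 in limma-trend lay between -0.83 and -0.65, and over all 26 alternatives its adjusted p lay between 0.00362 and 0.0773. In the same limma-trend fits the log2 fold change lay between -0.47 and -0.32 for Gm13340 and between 0.48 and 0.77 for Igkv4-70. Over all alternatives the adjusted p reached 0.460 for Gm13340 and 0.590 for Igkv4-70. Immunoglobulin variable genes and pseudogenes share reads with similar genes, which was not tested, and age stays open.

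The diet effect differed between the sexes in 8 marker scores and in the mitochondrial share of counts. As the effect in males minus that in females, the difference was -0.43 for B cell (permutation p 0.00691), 0.31 for T cell (permutation p 0.0115), -0.45 for adipocyte, -0.26 for endothelial cell, 0.66 for lipid-associated macrophage, 0.45 for macrophage, -0.46 for mesothelial cell (permutation p 0.00012) and 1.90 for thermogenic adipocyte. For the mitochondrial share it was 1.31 percentage points, with 0.63 (SE 0.29) in block A, 2.43 (SE 0.59) in block B and 3.57 (SE 0.51) in block C, so its size differed between blocks. The thermogenic difference was 1.44 (SE 0.21), 2.32 (SE 0.37) and 3.37 (SE 0.43) in the same blocks. Where no p is given it was 1e-05, the smallest possible. In block A all 9 measures had the sign of the pooled difference, and so did 9 in block B and 8 in block C, where lipid-associated macrophage had -0.40. Signs alone do not decide, so each block was also read against 2 SE. All 5 of the adipocyte, endothelial cell, mesothelial cell and thermogenic adipocyte scores and the mitochondrial share had the pooled sign beyond 2 SE in block A and in block B or C, which argues against a difference between sequencing batches as the whole cause for these. For the B cell, macrophage and lipid-associated macrophage scores all 3 had the pooled sign beyond 2 SE in block A alone, which a difference between blocks as the whole cause does not allow, but in neither of the smaller blocks. For macrophage the difference was 0.58 (SE 0.10) in block A, 0.039 (SE 0.18) in block B and 0.065 (SE 0.19) in block C. The T cell difference was 1.87 SE from 0 in block A and below 2 SE in the others, so for this score a difference between the sexes and one between batches cannot be told apart. A lower share of adipocyte RNA would raise the markers of all other cell classes alike, but among the lists past the threshold 3 moved against the others, with endothelial, mesothelial and B cell scores lower and macrophage, T cell and thermogenic scores higher. Wrong labels were not tested for these scores, and a sex difference in how the cell classes respond to the diet stays open.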

How the results depend on the processing

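The alternatives without the libraries that went against a sex or strain check, and those within blocks for variance shares, marker scores and the mitochondrial share, were chosen after the data were seen, as were each sex alone and each block alone for the relation of the immune and mitochondrion scores. The others, and the choice of models and lists, were made before the data were examined. No paired analysis was possible because replicate numbers pair nothing.

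The count of the diet by sex interaction stayed within 1.5 times the reported one under all 27 alternatives, from 9971 without CC011xCC027 to 11297 with all mice. No interaction of genes was fitted within single blocks, so this range is not comparable to those of the single factors. The diet count did so under 29 of 31 (the others were 8267 within block B and 6975 within block C), the sex count under 29 of 31 (7855 within block B and 7360 within block C) and the strain count under 29 of 30 (10446 within block C). These blocks hold 66 untreated mice each, against 470, which can lower a count. With each strain left out the diet count ranged from 13806 to 14152, the sex count from 14335 to 14634 and the strain count from 18905 to 19031.

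The diet by strain count was 9762 with all mice, where more mice were tested. With each strain left out it ranged from 2660 without CC051xCC059 to 3677 without CC042xCC060 in limma-trend, against 3452 in limma-trend with all strains, so these values differ from 5177 mainly by the tool. The metformin count was 2241 with the block as a covariate, 556 within block A, 20 within block B, 144 within block C and 1212 on the HFHS diet alone, with fewer mice in all but the first. With each strain left out it ranged from 3094 to 3918.

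The metformin by diet count left the range of 1.5 times in 20 of 26 alternatives, with no fits within single blocks. It was 22 with limma-trend, 31 on the variance-stabilised values and 51 without the libraries that went against a check. With limma-trend and 1 strain left out it ranged from 3 to about 1.2e+02 genes (to 2 digits). It was 3 without CC002xCC043 or CC051xCC059, 4 without CC024xCC002, 10 without CC030xCC002, 11 without CC011xCC005 or CC051xCC019, 15 without CC042xCC040, 16 without CC019xCC042, 17 without CC075xCC042, 20 without CC043xCC042, 21 without CC011xCC027 or CC042xCC060, 25 without CC051xCC060, 34 without CC001xCC042 or CC012xCC002, 44 without CC004xCC019, 46 without CC019xCC075, 61 without CC009xCC013, 68 without CC043xCC011 and highest, at 5.23 times the 22, without CC002xCC075. The cause was not tested.

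Of the values for named genes, 487 of 496 in the diet contrast, 486 of 496 in the sex contrast and 459 of 512 in the metformin contrast kept their direction and side of the threshold. Reversed log2 fold changes were, for diet, Adipoq 0.040 and Ucp1 -0.022 within block B and Ucp1 -0.34 within block C, and for sex, Mest -0.055 within block B and Bckdhb 0.013 within block C. For metformin, those of genes past the threshold were Igha -0.035, Igkc -0.10, Gm15433 -0.061, Rpl14-ps1 0.25 and Mycl 0.37 within block B, Mycl 0.19 and Mest -0.070 within block C, and Rpl14-ps1 0.13 within block A and 0.079 with the block as a covariate. Of the fixed genes that were not past the threshold for metformin, 6 changed sign under an alternative, without being past it there. These were Adipoq (0.0040 with the block as a covariate, 0.015 within block A, 0.032 within block B), Pparg (-0.0044 within block B, -0.021 on the control diet alone), Ucp1 (0.54 within block B, 0.063 on the control diet alone), Scd1 (-0.13 within block B, -0.054 within block C, -0.010 on the HFHS diet alone) and Bckdhb (0.0031 with the block as a covariate, 0.043 within block B, 0.013 within block C). With each strain left out Cd68 ranged from -0.024 to 0.020, Scd1 from -0.0083 to 0.039 and Bckdhb from -0.014 to 0.00096. With the block as a covariate Itgax (-0.41), Lep (-0.22) and Cd68 (-0.19) came past the threshold for metformin. For sex, Pparg did so without CC011xCC005 or CC012xCC002, and Bckdhb without CC001xCC042 or CC051xCC059. The cause was not tested. The 3 genes of the diet by strain interaction were past the threshold in 32 of 81 cases, and those of the metformin by diet interaction in 29 of 78.

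The median strain share of variance, 15.5%, moved by more than its error to 14.8% with the block as a covariate, 14.6% over all deposited genes, 16.2% within block A and 13.9% within block C, and with each strain left out it lay between 14.8% and 15.9%. The sex share was 2.58% with all mice, 2.35% over all genes, 2.89% without the libraries that went against a check, 2.97% within block A, 2.55% within block B and 2.21% within block C, and 2.60% to 2.89% with each strain left out. The diet share was 1.91% over all genes, 2.10% within block A, 2.66% within block B and 1.76% within block C, and 2.14% to 2.42% with each strain left out. Strain kept the largest median under each of these.

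With the correlation estimated per cluster, camera gave 0 clusters for diet, 0 for sex and 1 for metformin, which shows that these calls depend on the preset correlation. At an unadjusted p under 0.05 that setting still had immune system activation up on HFHS (p 0.0148) and in males (p 0.0449). With the block as a covariate 8 clusters were past the threshold for metformin, and chromatin (adjusted p 0.000139), mitochondrion (0.000156) and vascular diameter maintenance (5.52e-05) were reversed in direction. Of the 4 clusters reported for metformin, autophagy was then not past the threshold (0.947), while immune system activation, not past it without the block (0.46), was lower in 98 of 99 genes (mean log2 fold change -0.103, adjusted p 3.43e-22). Cell projection assembly for metformin was reversed on the variance-stabilised values (0.990), past the threshold in neither. The number of marker lists past the threshold stayed within 1.5 times the reported one in each contrast under all 12 alternatives, but not always with the same lists. With the block in the strata 4 lists were past it for metformin, and of the 3 reported ones B cell alone was among them. Single scores reversed within blocks for diet (B cell -0.00029 in block A), for sex (endothelial cell -0.0064 in block C, mesothelial cell 0.030 and adipocyte 0.035 in block B) and for metformin (B cell -0.19, T cell -0.27, macrophage 0.00022 and thermogenic adipocyte 0.23 in block B, T cell -0.059 and adipocyte progenitor 0.011 in block C, adipocyte 0.0019 and endothelial cell 0.00057 in block A). The relation between the immune and mitochondrion scores kept its sign and significance under all 11 alternatives, with r from -0.972 to -0.779. Total counts of 33534601 or more limit the genes near 0 log2 CPM, as for the 3 genes of the metformin by diet interaction.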

Other observations

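The tests on mixed RNA by Ddx3y, the number of X chromosomes, strain variants of Xist, the Y-linked counts, liver and muscle genes in single libraries, the levels of mt-Co2 across crosses, the metformin genes kept or lost with the block, and the metformin genes with library measures as covariates were chosen only after the results were seen.

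In 2 libraries labelled male, male_44fat_untreated_rep113 and male_44fat_untreated_rep114 of CC011xCC005, Xist was at the level of females. In both of these 2, a score over autosomal genes was also nearer to the female mean (positions 1.12 and 1.08, with 0 for the male and 1 for the female mean). Ddx3y was at most 0.0193% of the median of other libraries labelled male, which argues against a mixture with male RNA. In the same strain 3 libraries labelled female, female_44fat_untreated_rep109, female_44fat_untreated_rep110 and female_44fat_untreated_rep111, lacked Xist, and all 3 were nearer to the male mean (0.0252 to 0.0575). Mislabelled samples may explain these 5 libraries, as an exchange between the sexes within this strain.

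Another 6 libraries labelled female lacked Xist. In 5 of them (female_44fat_untreated_rep37, female_10fat_untreated_rep44, female_10fat_untreated_rep88, female_44fat_metformin_rep23 and female_44fat_metformin_rep43) the autosomal score was female, with a lowest position of 0.871, which argues against male mice. The position of female_44fat_untreated_rep114 was 0.491, between the sexes, so a wrong label and other explanations cannot be told apart there. Every other library labelled female of the same strains had Xist (100%), so a strain variant is no explanation. Over 4 genes that escape X inactivation, the median position of the 6 was 0.198, near the male level of these genes. Mice or tissue with 1 X chromosome are a possible explanation, as a hypothesis.

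Every library labelled female had exactly 0 reads of each Y-linked gene, including the 3 above with male expression. The 2 libraries labelled male with female expression had at least 2048 reads of Gm37158, a gene on the Y chromosome. Processing by the authors that depended on the labelled sex may have set these counts.

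In 4 libraries, male_44fat_untreated_rep109, male_44fat_untreated_rep110, male_44fat_untreated_rep111 and male_44fat_untreated_rep112, the nearest strain was not the labelled one. The libraries ending in rep109 and rep110 are labelled CC024xCC002 and were nearest to CC002xCC075, and those ending in rep111 and rep112 were the other way round. Over 500 other genes all 4 were again nearest to the partner strain. Their lowest position between the labelled strain (0) and the partner strain (1) was 0.983, which argues against mixtures. An exchange of 2 mice of each strain may explain this.

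Single libraries had high levels of genes of other tissues. In male_44fat_untreated_rep6 the 7 liver genes tested summed to 5871 CPM, against a median of 23.9 over libraries. To test a gene apart from the choice of library, the library with the highest score over the other 6 genes was taken, and for 7 of 7 liver genes it ranked among the 7 highest for the gene left out. In male_10fat_untreated_rep87 the 7 skeletal muscle genes summed to 5338 CPM, against a median of 13.7, and the same test also gave 7 of 7. The mean log2 CPM over the 7 genes lay more than 100-fold above its median in 16 libraries for liver and in 5 for muscle. RNA from liver and muscle may have entered these libraries. At a median of 1 CPM or more, the tissue itself had 1 of the 7 liver and 2 of the 7 muscle genes. The blood score ranged from 1.30 to 7.61 with a median of 3.9, and the ovary and uterus score from -2.21 to 1.51 with a median of -0.83. Too few genes of the other lists were in the table for a test, with 2 of 12 for epididymis, 4 of 8 for mammary epithelium, 1 of 8 for pancreas and 0 of 8 for testis. The highest score of a library was nonetheless far above the median for epididymis (5.82 against -4.32), pancreas (4.55 against -4.62) and mammary epithelium (4.36 against -1.76). RNA from these tissues in single libraries stays open.

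The metformin effect covered 3849 genes. With limma-trend it covered 3605, and 1 of 100 splits, the real one, gave as many as these 3605, so chance can be excluded. Total counts were lower and the share of Rn18s-rs5 was higher with metformin. With the log2 total count as a covariate 3133 of the 3605 genes were past the threshold in the same direction, and with the share of Rn18s-rs5 3045 were, so neither accounts for most of the genes. With liver and muscle scores as covariates limma-trend gave 3034 genes, 2876 of them among the 3605. This argues against carry-over from these tissues as the whole cause, although the directions of these genes were not compared. With the block as a covariate, 1062 genes (27.6%) were past the threshold in the same direction, and a difference between blocks is not the cause for these. For the 2782 genes (72.3%) lost with the block, a drug effect and a difference between blocks cannot be told apart, because treatment and block overlap only in part. Of these, 2382 had the same sign within block A. The block with most genes, A, gave 556, with 72 metformin mice, so a drug effect and a difference between blocks cannot be told apart for the whole count. The labels gave an age for 0 libraries, so a drug effect and age cannot be told apart either.

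For diet, sex and strain each, 1 of 100 splits of the mice within strata, the real one, gave as many genes as limma-trend with the real labels (14123, 14592 and 19035), and the highest counts of the other splits were 2, 1 and 4 genes. Chance can be excluded for the 3 factors.

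Crosses that share a parent strain were more alike. Strain means had a mean correlation across genes of 0.266 in the 44 pairs of crosses that share a parent and -0.148 in the 146 other pairs, a difference of 0.414 (permutation p 1e-05, the smallest possible). Genes are not independent replicates, and the permutation was of the strains. With the block removed the difference was 0.418, so blocks do not account for it. Inheritance from the shared parent may explain it.

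The median of mt-Co2 was 1.87 to 2.85 log2 CPM in 5 crosses (CC002xCC043, CC002xCC075, CC030xCC002, CC042xCC040 and CC042xCC060) and 9.74 to 10.97 in the other 15. Of the 14 other mitochondrial genes tested, 1 (mt-Nd4l, 3.9 to 10.03) had cross medians more than 5 log2 units apart, and the other 13 spanned 0.932 to 1.86, so a lower level of all mitochondrial RNA is not the cause. Of the 6 first-named parents with more than 1 cross, 0 had crosses on both sides, against 3 of 5 second-named parents. A variant of the mitochondrial genome of the first-named parent, with reads lost or assigned elsewhere, is a possible explanation. The labels do not say which parent was the mother.

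Untreated mice of a strain numbered 10 to 26, which goes below and above the range quoted from the study above.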
